A study of Mus musculus with 10 samples. Its data were reported in "A cell autonomous regulator of neuronal excitability modulates tau in Alzheimer’s disease vulnerable neurons" (2024).

How the data were processed

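Ribosome-bound mRNA of ECII neurons was profiled in 10 ECII-bacTRAP mice, 5 injected with an AAV carrying a scrambled hairpin (control shRNA) and 5 with an AAV carrying a hairpin against Dek (Dek shRNA). Group, replicate number and sex were taken from the submitters' labels, and each library came from the entorhinal cortices of 1 mouse. RNA was purified from immunoprecipitated polysomes 1 week after injection, nanogram amounts were converted to amplified cDNA with a kit for low input, and libraries were prepared with a TruSeq kit and sequenced on an Illumina NextSeq 500. The amplification of small RNA amounts can add variance between libraries and can lose rare transcripts, and reads without molecular identifiers do not count independent molecules.

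The authors deposited one table of estimated counts per gene for the 10 libraries, without normalisation. The submitters' processing notes name Salmon, DESeq2 and the mouse genome build mm10, with versions not given in the sources used here. The methods of the study describe trimming with fastp and alignment with STAR and do not mention Salmon, so the route from reads to this table is not settled. Values that were not whole (further than 1e-06 from a whole number) made up 31.1% to 38.5% of each library, and all values were rounded to whole counts before testing. Estimation shares reads between similar transcripts, so counts of paralogs and of genes with pseudogenes are uncertain. Whether reads were counted by strand is not given in the sources used here. Of 24100 deposited gene entries, 9 carried no symbol, held at most 0.0162% of the counts of a library and were left out. Lars2 and Mir6236, at which reads of ribosomal RNA can be counted, held 3.73% to 13.8% of the counts of a library together and more in the Dek shRNA libraries on average, as given with the gene lists.

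Library totals ranged from 6604135 counts (Dek shRNA 4) to 35170263 counts (control shRNA 1). Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with filterByExpr, which left 13973 genes, and TMM factors were applied. The groups were compared with edgeR's quasi-likelihood test with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05 (FDR). The study used DESeq2, which was run as an alternative (version 1.42.0). The biological coefficient of variation was 0.464 with all libraries and 0.432 without Dek shRNA 4. A median log2 fold change over all genes of 0.02 with TMM, 0.03 with DESeq2 size factors and 0.03 with upper-quartile factors shows how far scaling moved the values. Means and SDs are of TMM-scaled counts per 1000000 (CPM), and fold changes with standard errors come from the edgeR fit. For Dek, an exact permutation test over all splits of the libraries was added.

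Gene lists were compared with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, for lists with at least 5 measured members, and with the correlation estimated from the data and fry as alternatives. The 34 lists cover activity-regulated genes, ion channels, cytoskeleton, autophagy, chromatin enzymes, cell types of the region, stress, metabolism and ribosomal proteins. Lists, tests, alternatives and the rule for named genes were fixed before the data were examined, but after reading the study, whose supplement lists genes called on these samples. Some lists overlap, the most being the Alzheimer disease risk genes with 5 genes that are also in another list. The group by sex interaction was tested with edgeR over 4 groups of 2 or 3 libraries. Where a library was left out of a group of 2, the remaining library was assumed to vary like those of the other groups.

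The named genes were Dek, genes discussed by the study (Egr1, Setd7, Dnajc6, Mapt and the AMPA receptor genes) and Npas4, which the study names only among its qPCR assays. Added to these were the 8 genes with the smallest p in each direction among those past the threshold or the 3 with the smallest p where none passed. Up to 4 members of each list past the threshold or up to 2 with the smallest p otherwise, and 5 sex-linked genes to check the labels, were also named. The same rule was applied a second time to the fit without Dek shRNA 4. That repeat, and the alternatives without both Dek shRNA 3 and Dek shRNA 4 and with DESeq2 without Dek shRNA 4, were chosen after the values were seen. A gene that the rule selects is not reported here. Gene positions were read from a GENCODE annotation of the build GRCm38, which is mm10.

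The alternatives were DESeq2 size factors, upper-quartile factors, no filter beyond 1 count, a stricter filter of at least 1 CPM in at least 5 libraries, a sex term, the replicate number as a block, limma's voom with sample quality weights, thinning to the smallest library, robust empirical Bayes, DESeq2, a threshold of 0.1, a minimum absolute log2 fold change of 0.5 and leaving out each library in turn. The procedures were tested on simulated data with 200 changed genes. For all 10 libraries, with 13746 genes, edgeR recovered 15% of changes of 0.8 and 53% of changes of 1.5 on the log2 scale, with 2.86% false calls, and made 1 call with no change simulated. DESeq2 recovered 28% and 60% with 12% false calls and 3 calls with no change, and voom 12% and 46% with 4.92% false calls and 1 call with no change (13973 genes). Without Dek shRNA 4, edgeR recovered 10% and 47% with 1.72% false calls. The simulated Dek shRNA 4 had the same means and spread as the other libraries of its group. This value therefore shows the loss of 1 library and not the effect of leaving out a library that stands apart. For the sex interaction it recovered 0% and 1%, so that a low count there says little. In a simulated shift of the immediate early genes by -0.4, camera gave an adjusted p of 2.13e-07 and called 0 other lists. The simulated genes were drawn independently, whereas in the data the estimated correlation within a list reached 0.535 (oxidative phosphorylation). The simulation therefore cannot tell how many lists camera calls by chance in these data.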

Results

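The data were RNA-seq profiles of the mRNA bound to ribosomes in principal neurons of layer II of the mouse entorhinal cortex (ECII neurons). In ECII-bacTRAP mice, regulatory regions of Sh3bgrl2, a gene enriched in these neurons, drive a green fluorescent ribosomal protein, so that their polysomes can be immunoprecipitated from dissected entorhinal cortex. The mice were injected in both hemispheres with an AAV carrying either a scrambled short hairpin RNA (control shRNA, 5 mice) or a hairpin against Dek (Dek shRNA, 5 mice). Polysomes were collected 1 week after the injection, and each of the 10 libraries came from 1 mouse. The deposited estimated counts covered 24091 named genes, of which 13973 had enough counts to be tested. Control libraries 1 to 5 held 35170263, 14538927, 19095917, 12537484 and 16478498 counts. Dek shRNA libraries 1 to 5 held 13127025, 12955497, 21490568, 6604135 and 16830478 counts. The library with the lowest total, Dek shRNA 4, also held the fewest genes with a count, 14893 against 16232 to 16513 in the other 9 libraries. Its rank correlations with the other libraries were 0.871 to 0.885, whereas all pairs among the other 9 had at least 0.934. No pair of libraries differed by as little as sampling noise, the lowest chi-square per degree of freedom being 25.8.

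The first comparison asked whether the hairpin lowered its target, the mRNA of Dek, which encodes a chromatin-binding protein. Dek mRNA was at 59.1 ± 9.07 CPM (counts per 1000000; SD, n = 5) in the control shRNA group and at 36.6 ± 8.43 CPM (SD, n = 5) in the Dek shRNA group, so that 61.7% of the control level remained. Every one of the 5 Dek shRNA libraries, at up to 48.3 CPM, lay below every control library, the lowest of which was at 51.5 CPM (exact permutation test, 2-sided p = 0.00794, the smallest p that 252 splits can give). Control libraries 1 to 5 had 55.7, 74.5, 51.5, 54.5 and 59.5 CPM, and Dek shRNA libraries 1 to 5 had 41.1, 29.9, 35.9, 48.3 and 27.6 CPM. The gene (Entrez 110052) lies on the minus strand of chromosome 13 at 47084775 to 47106201 (mm10), where it overlaps an end of Kdm1b on the opposite strand. In edgeR's quasi-likelihood test across all genes the log2 fold change of Dek was -0.70 (SE 0.20), which did not pass with an adjusted p of 0.211. It passed without Dek shRNA library 4 (log2 fold change -0.81, edgeR adjusted p = 0.0481) and in DESeq2 on all libraries (-0.69, adjusted p = 0.0472), within a range of 0.00246 to 0.437 over 22 alternatives.

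**Figure D1:**
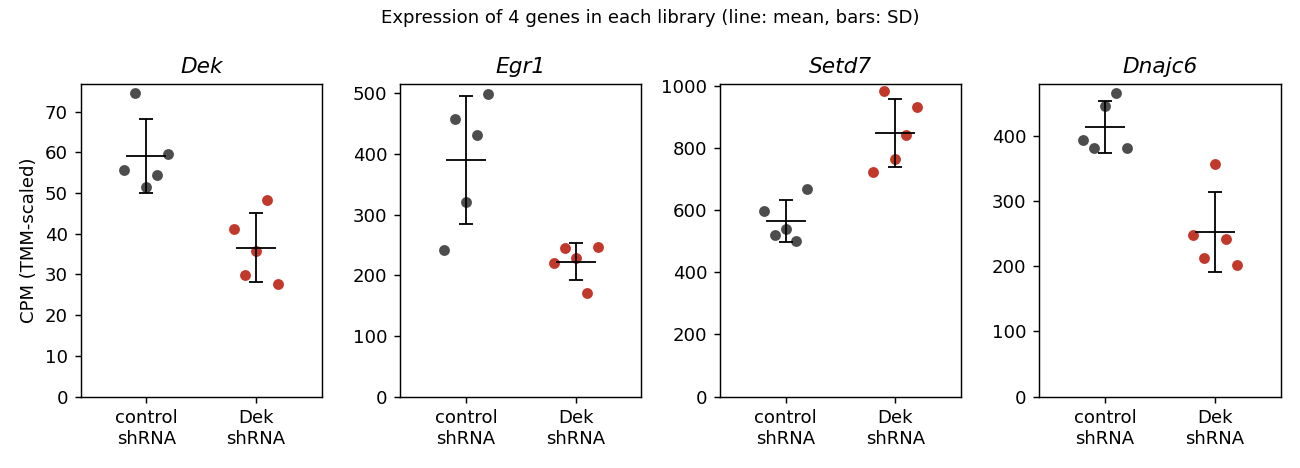
Expression of Dek, Egr1, Setd7 and Dnajc6 in counts per 1000000 (CPM) in each library (points), with the group mean (line) and SD (bars) for 5 control shRNA and 5 Dek shRNA mice. Dek shows no overlap between the groups, with 48.3 CPM the highest value after the Dek hairpin and 51.5 CPM the lowest after the control hairpin.

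The second comparison asked which mRNAs of ECII neurons differed 1 week after the Dek hairpin. At an adjusted p of 0.05, 6 genes were higher and 0 were lower in edgeR. Lsm11, a component of the U7 snRNP that processes histone mRNAs, rose from 45.9 ± 12.8 to 185 ± 63.9 CPM (SD, n = 5 each; log2 fold change 2.01, SE 0.25, edgeR adjusted p = 0.00283). Cxadr, the coxsackievirus and adenovirus receptor and a cell adhesion protein, rose from 18.2 ± 6.54 to 66.2 ± 6.67 CPM (log2 fold change 1.87, SE 0.24, edgeR adjusted p = 0.00283). Kif21b, a kinesin motor, rose from 144 ± 5.46 to 351 ± 112 CPM (log2 fold change 1.29, SE 0.19, edgeR adjusted p = 0.0126). The small GTPase gene Rasl10b, the antisense transcript Dlx1as and Lasp1, which encodes an actin-binding protein, rose with log2 fold changes of 1.28 (SE 0.21), 1.57 (SE 0.26) and 0.92 (SE 0.15) and an edgeR adjusted p of 0.0320 each. Over all genes tested, the groups did not overlap in 370 of 13973 (2.65%), these 6 among them, where chance gives 0.794%.

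In mm10 coordinates, Lsm11 lies on chromosome 11 at 45928269 to 45944935, Cxadr on chromosome 16 at 78301489 to 78359774 and Kif21b on chromosome 1 at 136131389 to 136177998. Rasl10b lies on chromosome 11 at 83409137 to 83421039 and Lasp1 on the same chromosome at 97799000 to 97838764. Dlx1as, on chromosome 2 at 71516454 to 71537891, overlaps Dlx1 on the opposite strand. Whether the counting used strand is not given in the sources used here, so its counts can hold reads of Dlx1, which was at 9.98 ± 3.94 CPM in the control group and 17.4 ± 14.2 CPM in the Dek shRNA group (edgeR adjusted p = 0.562). Cxadr overlaps Btg3 on the opposite strand and carries the same doubt.

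No gene fell past the threshold in edgeR, while 1525 genes had an unadjusted p under 0.05 (842 higher and 683 lower, against 699 expected on average by chance). Correlation between genes leaves that average as it is but widens the spread around it. Of 99 other splits of the libraries into 5 and 5, 1 gave more genes under that p (1569), and the median of these splits was 623. The 3 genes with the smallest p among those with lower counts did not pass, with an edgeR adjusted p of 0.0529 each. Kcnip3, which binds Kv4 potassium channels, was at 422 ± 42.1 CPM in controls and 228 ± 49.3 CPM after the Dek hairpin (log2 fold change -0.89, SE 0.16). Gsk3a, a kinase that phosphorylates tau, was at 217 ± 54.1 and 109 ± 18.8 CPM (-0.99, SE 0.18), and Apbb2, an adaptor that binds the amyloid precursor protein, was at 168 ± 19.4 and 88.5 ± 20.9 CPM (-0.92, SE 0.17). Over 21 alternatives the adjusted p reached from 0.000295 to 0.189 for Kcnip3, from 0.000578 to 0.195 for Gsk3a and from 0.000382 to 0.195 for Apbb2. All 3 passed without Dek shRNA library 4 (edgeR adjusted p = 0.0149, 0.0110 and 0.0176). Kcnip3 also passed without Dek shRNA library 1 or 3 (0.0400 and 0.0382), Gsk3a without control library 1 (0.0462) and Apbb2 without Dek shRNA library 1 (0.0181).

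The number of genes past the threshold depended on single libraries and on the tool. It was 134 (66 higher and 68 lower) without Dek shRNA library 4, 13 without Dek shRNA library 3, 12 without Dek shRNA library 1, and 2 without control library 2, control library 4, Dek shRNA library 2 or Dek shRNA library 5. DESeq2 called 245 genes (129 higher and 116 lower) and limma's voom with sample weights 252 (113 higher and 139 lower), and each of these sets, like the 134, held all 6 genes called by edgeR. Lsm11 and Cxadr passed whichever library was left out. Kif21b did not pass without control library 2 or 4 or Dek shRNA library 2 or 5 (edgeR adjusted p = 0.0516 to 0.0932). Rasl10b (0.0537 to 0.130), Dlx1as (0.0648 to 0.127) and Lasp1 (0.0745 to 0.130) did not pass without control library 2, 4 or 5 or Dek shRNA library 2 or 5, nor without control library 3 for Rasl10b and Lasp1 or control library 1 for Dlx1as. These 3 calls also ended with a sex term (edgeR adjusted p = 0.0533, 0.0710 and 0.0533 for Rasl10b, Dlx1as and Lasp1) and with the replicate number as a block (0.0789 each).

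**Figure D2:**
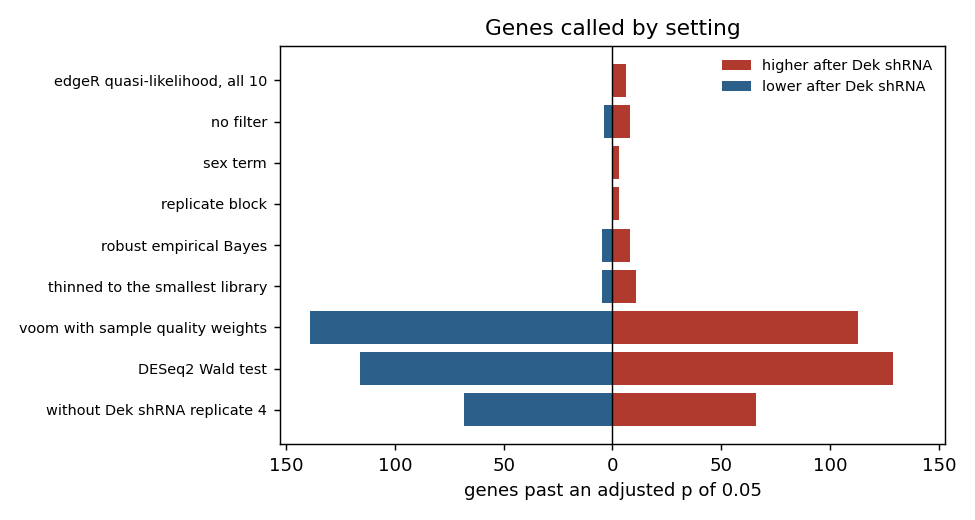
Number of genes past an adjusted p of 0.05, higher (right, red) or lower (left, blue) in the Dek shRNA group, for the edgeR test of all 10 libraries and 8 other settings. The count of 6 in edgeR stands beside 134 without Dek shRNA library 4, 245 in DESeq2 and 252 in voom.

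The genes that the study discusses for excitability and tau were examined next, with Npas4, which it names only among its qPCR assays. Egr1, an immediate early transcription factor, was at 390 ± 106 CPM in the control group and 222 ± 30.6 CPM in the Dek shRNA group (SD, n = 5 each), a log2 fold change of -0.81 (SE 0.18) that did not pass in edgeR (adjusted p = 0.0888). Setd7, a lysine methyltransferase, was at 564 ± 67.9 and 849 ± 110 CPM (log2 fold change 0.59, SE 0.13, edgeR adjusted p = 0.0908). Dnajc6, which encodes the clathrin-uncoating protein auxilin, was at 414 ± 39.7 and 252 ± 61.8 CPM (log2 fold change -0.71, SE 0.16, edgeR adjusted p = 0.0876). Npas4, an activity-dependent transcription factor, was at 9.48 ± 4.95 and 8.93 ± 4.42 CPM (log2 fold change -0.09, edgeR adjusted p = 0.971). Mapt, the gene of tau, was at 492 ± 81.0 and 656 ± 204 CPM, with a log2 fold change of 0.42 and an edgeR adjusted p of 0.435 (log2 fold change 0.25 without Dek shRNA library 3). Among the AMPA receptor subunits, the log2 fold changes were 0.39 for Gria1, -0.21 for Gria2, -0.19 for Gria3 and -0.11 for Gria4, with edgeR adjusted p-values of 0.309, 0.663, 0.702 and 0.924. Single libraries moved these values, to -0.32 for Gria2 and -0.42 for Gria4 without Dek shRNA library 4, to 0.028 for Gria4 without Dek shRNA library 3 and to -0.10 for Gria3 without control library 4. The value of Npas4 changed sign without control library 4 or 5 or Dek shRNA library 2 or 3. In DESeq2, Egr1 (adjusted p = 0.0111), Setd7 (0.00692) and Dnajc6 (0.00943) passed, within ranges over 21 alternatives of 0.0111 to 0.268, 0.00692 to 0.279 and 0.00514 to 0.271. Setd7 and Dnajc6 also passed in edgeR without Dek shRNA library 4 (adjusted p = 0.0429 and 0.0470), as did Dnajc6 without Dek shRNA library 3 (0.0281).

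**Figure D3:**
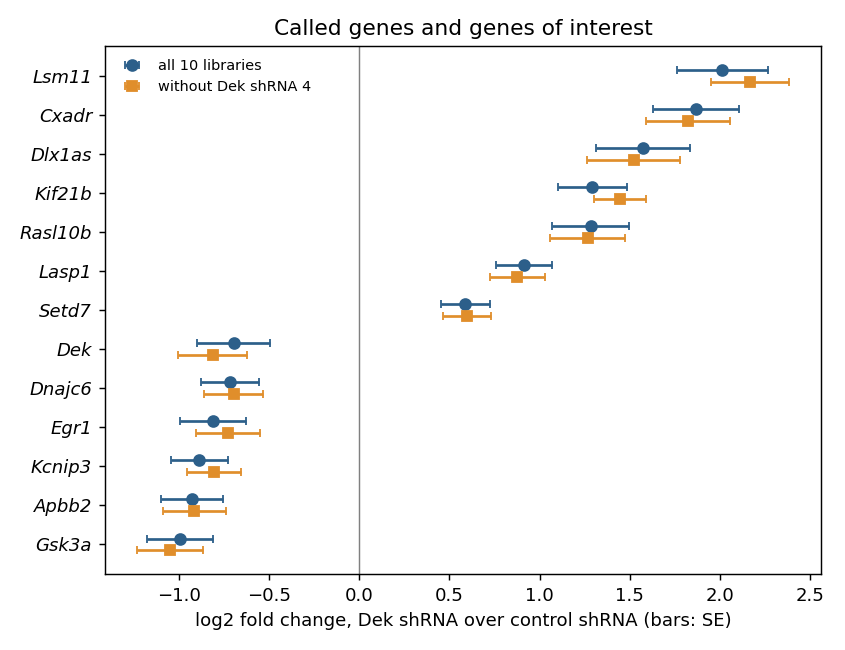
Log2 fold change of Dek shRNA over control shRNA with its SE (bars) for 13 genes, with all 10 libraries (blue circles) and without Dek shRNA library 4 (orange squares). Lsm11 has the largest value shown, 2.01 with all libraries and 2.17 without that library, and no gene shown changes sign.

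The third comparison asked which groups of genes moved together, for 34 gene lists fixed before the data were examined. The lists were written after reading the study, whose supplement names genes called on these samples, so their direction is not independent evidence. No member of the mitochondrially encoded list was among the genes, which left 33 lists to test with camera at its preset inter-gene correlation. By that test 4 lists rose and 5 fell at an adjusted p of 0.05. With the correlation estimated from the data, 0 lists passed in camera, the lowest adjusted p being 0.390, while 9 passed at the preset correlation. In fry, which tests whether a list's genes move on balance one way, 2 passed, long-term potentiation signalling and p53 targets. A mixed test in fry asks whether members changed in either direction, without comparing them with other genes, and passed 12 lists. Of these, camera did not call microtubules and motors, axon growth, autophagy, the clathrin cycle, histone enzymes, Alzheimer disease risk genes or glucocorticoid-induced genes (fry mixed adjusted p = 0.000551 to 0.0133). Without both Dek shRNA library 3 and 4, a setting chosen after the data were seen, 1 list passed in camera, circadian clock output. The count of 9 was 3 without control library 4 or Dek shRNA library 2, 4 without Dek shRNA library 1 and 5 without control library 5. Lars2 and Mir6236, at which reads of ribosomal RNA can be counted, held 6.49 ± 2.48% of the counts of the control libraries and 10.4 ± 3.11% of those of the Dek shRNA libraries (SD, n = 5 each; exact permutation test, 2-sided p = 0.0714). Over all genes, Kif21b was the only member of any list past the threshold in edgeR, so that the other members named for the lists are given as values that did not pass in edgeR. In DESeq2 several of these members passed, among them Clock (adjusted p = 7.16e-05), Nras (0.000141), Mt2 (0.00198) and Cd74 (0.00376). Others did not pass there either, such as Fosl2 (0.0872) and Gfap (0.353).

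Lists of immediate early, long-term potentiation and clock genes fell. Immediate early genes, which neurons induce when they fire, fell with a median log2 fold change of -0.28 and 25 of 32 measured members below 0 (camera adjusted p = 0.0145, adjusted p = 0.486 with an estimated correlation). Adjusted over the list alone, 0 rose and 1 fell; Egr1 had the smallest p of the list, and Fosl2, a Fos-family member, was at 77.0 ± 22.7 CPM in controls and 118 ± 15.1 CPM after the Dek hairpin (log2 fold change 0.62, edgeR adjusted p = 0.241). The call of the list was lost without control library 2 or 5 or Dek shRNA library 1 (camera adjusted p = 0.0512 to 0.102). The median was -0.43 without control library 4 and -0.45 without Dek shRNA library 5. Long-term potentiation signalling genes fell with a median of -0.15 and 33 of 48 members below 0 (camera adjusted p = 0.0420, adjusted p = 0.390 with an estimated correlation). Adjusted over the list alone, 1 rose and 1 fell: Nras, a small GTPase, was at 110 ± 7.86 and 184 ± 24.2 CPM (log2 fold change 0.75, edgeR adjusted p = 0.0628), and Map2k1, a kinase of the same pathway, was at 294 ± 40.9 and 199 ± 33.8 CPM (-0.56, 0.169). This call was kept without control library 1 or 2 and was lost without any 1 of the other 8 libraries (camera adjusted p = 0.0574 to 0.123). It was also lost with either other scaling (0.0564 with DESeq2 size factors and 0.0502 with upper-quartile factors), the stricter filter (0.0552), a sex term (0.0549), the replicate block (0.0818) and thinning (0.0619). Circadian clock output genes fell with a median of -0.24 and 11 of 15 members below 0 (camera adjusted p = 0.0420, adjusted p = 0.424 with an estimated correlation), and 1 rose and 2 fell adjusted over the list alone. Clock, a core clock transcription factor, was at 149 ± 11.1 and 89.7 ± 7.96 CPM (log2 fold change -0.73, edgeR adjusted p = 0.0640), and Dbp, a clock-controlled factor, was at 22.8 ± 5.75 and 9.35 ± 3.99 CPM (-1.28, 0.160). The call of this list was lost without control library 4 or 5 or Dek shRNA library 1, 2, 3 or 5 (camera adjusted p = 0.0542 to 0.144). It was also lost with the stricter filter (0.0522), the replicate block (0.0576) and thinning (0.0513). Its median was -0.09 without control library 5 and -0.38 without Dek shRNA library 3. Clock itself passed without Dek shRNA library 4 (edgeR adjusted p = 0.0149), as did Nras (0.0203).

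Of the ion channel lists, only voltage-gated potassium and HCN channels passed in camera. They fell with a median log2 fold change of -0.18 and 28 of 37 members below 0 (camera adjusted p = 0.0420, adjusted p = 0.516 with an estimated correlation), and adjusted over the list alone 1 rose and 4 fell. Kcnip3 led the list. The call of the list was lost without control library 4 or 5 or Dek shRNA library 1, 2 or 3 (camera adjusted p = 0.0567 to 0.197). It was also lost with the stricter filter (0.0552), the replicate block (0.0590) and thinning (0.0629). The median was -0.12 without control library 4. Voltage-gated sodium channels did not pass (median -0.03, camera adjusted p = 0.306), although 2 of their 9 members fell when adjusted over the list alone. The median was -0.18 without Dek shRNA library 3, -0.15 without Dek shRNA library 5 and 0.07 without Dek shRNA library 4, and also turned above 0 without control library 4 or Dek shRNA library 2. The members that fell were Scn8a at 295 ± 72.3 and 194 ± 23.0 CPM (log2 fold change -0.61, edgeR adjusted p = 0.186 over all genes) and the auxiliary subunit Scn4b at 14.1 ± 6.42 and 5.79 ± 2.43 CPM (-1.28, 0.282). Voltage-gated calcium channels had a camera adjusted p of 0.984, with Cacna2d2 at a log2 fold change of 0.56 and Cacnb4 at -0.31. Ionotropic glutamate receptors had a camera adjusted p of 0.910, with Grin2d, a subunit of NMDA receptors, at 1.13, or 0.53 without Dek shRNA library 4. The camera direction of both lists was lower, but the calcium channel list had a mean of 0.01 and the receptor list a median of 0.06. With 1 library left out, these medians ranged from -0.11 to 0.0038 for calcium channels and from -0.17 to 0.10 for the receptors.

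Genes of reactive microglia and antigen presentation rose, with a median log2 fold change of 2.24 and all 14 measured members above 0 (camera adjusted p = 0.00124, adjusted p = 0.486 with an estimated correlation). Adjusted over the list alone, 5 rose and 0 fell. Cd74, the invariant chain of MHC class II, was at 1.43 ± 1.40 CPM in controls and 30.2 ± 42.5 CPM after the Dek hairpin (log2 fold change 4.42, SE 0.90, edgeR adjusted p = 0.0769, and 0.0248 without Dek shRNA library 4), and Lyz2, a lysozyme of myeloid cells, was at 2.69 ± 2.17 and 13.9 ± 16.8 CPM (2.38, or 1.25 without Dek shRNA library 3, edgeR adjusted p = 0.189). These levels were uneven among the Dek shRNA libraries, Cd74 being at 7.88, 6.93, 103.5, 30.5 and 2.06 CPM in libraries 1 to 5. Without Dek shRNA library 3 the median of the list was 0.46 (camera adjusted p = 0.0478). The call was lost without both Dek shRNA library 3 and 4 (0.298), and fry gave an adjusted p of 0.316. Genes of the microglia list (median 0.60, camera adjusted p = 0.163) and of the interferon response (median 0.74, camera adjusted p = 0.128) did not pass. Their medians were 0.098 and -0.028 without Dek shRNA library 3. Of these, Cx3cr1 and Trem2 had log2 fold changes of 1.88 and 2.47 (edgeR adjusted p = 0.233 and 0.391; 1.20 for Cx3cr1 without Dek shRNA library 5), and Isg15 and Psmb8 of 2.72 and 2.54 (0.165 and 0.316). Microglial genes passed without Dek shRNA library 1 (camera adjusted p = 0.0397), and interferon genes passed without control library 2 or Dek shRNA library 1 or 5 (0.0104 to 0.0495) and turned to the lower side without Dek shRNA library 3 (0.865).

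Markers of the other cell types of the region did not pass in camera. The medians were -0.01 for astrocytes, 0.36 for reactive astrocytes, 0.19 for oligodendrocytes, 0.32 for oligodendrocyte precursors, -0.45 for endothelial, mural and fibroblast cells and 0.16 for GABAergic interneurons (camera adjusted p = 0.910, 0.590, 0.984, 0.561, 0.847 and 0.472). Single libraries carried several of these medians. Without Dek shRNA library 4 they were -0.19 for oligodendrocytes, -0.27 for their precursors, 0.08 for interneurons and 0.66 for reactive astrocytes. Without Dek shRNA library 3 the median was -0.08 for reactive astrocytes and 0.26 for interneurons. Without control library 5 the endothelial, mural and fibroblast list was at 0.04. Leaving out 1 library also moved the median of the reactive astrocytes to 0.14 (control 3) or 0.61 (control 4), of the oligodendrocytes to 0.32 (Dek shRNA 1), of their precursors to 0.19 (control 1) and of the endothelial list to -0.24 (Dek shRNA 5). The astrocyte median was above 0 without any 1 of 6 libraries. Gfap, the intermediate filament of reactive astrocytes, was at 45.6 ± 22.7 and 99.4 ± 65.4 CPM (log2 fold change 1.12, or 0.69 without Dek shRNA library 4, edgeR adjusted p = 0.333), and Vim was at 24.5 ± 4.75 and 43.3 ± 23.6 CPM (0.82, or 0.45 without Dek shRNA library 3, adjusted p = 0.320). Markers of ECII neurons, excitatory neurons and deep-layer neurons had medians of 0.01, -0.0005 and 0.08 (camera adjusted p = 0.984, 0.847 and 0.847). With 1 library left out these ranged from -0.11 (control 1) to 0.08 (Dek shRNA 4), from -0.07 (Dek shRNA 4) to 0.03 (Dek shRNA 1) and from 0.0098 (Dek shRNA 4) to 0.13 (control 4). Calb1, a calcium-binding protein of layer II neurons, was at 120 ± 26.5 and 144 ± 14.9 CPM (log2 fold change 0.25, or 0.15 without control library 4, edgeR adjusted p = 0.628). Sh3bgrl2 was at 210 ± 50.1 and 156 ± 76.2 CPM (-0.43, or -0.15 without Dek shRNA library 4, adjusted p = 0.713), and in Dek shRNA library 4 alone it was at 23.8 CPM against 168 to 219 CPM in the other 4 libraries of that group. The mean and median of the ECII list differed in sign (-0.03 and 0.01), as they did for astrocytes (0.11 and -0.01), and the oligodendrocyte list tested as lower with a median above 0.

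Lists of growth control and of protein-folding stress rose. Cell cycle genes rose with a median log2 fold change of 0.47 and 14 of 16 measured members above 0 (camera adjusted p = 0.0342, adjusted p = 0.477 with an estimated correlation), though adjusted over the list alone 0 members rose or fell in edgeR. Their levels were low: Top2a, a topoisomerase of dividing cells, was at 0.355 ± 0.332 CPM in controls and 2.65 ± 2.54 CPM after the Dek hairpin (log2 fold change 2.88, edgeR adjusted p = 0.293), and Pclaf, which binds PCNA, was at 0.540 ± 0.410 and 5.27 ± 8.71 CPM (3.22, or 1.34 without Dek shRNA library 4, adjusted p = 0.234). The median of the list was 0.72 without Dek shRNA library 4, and its call was lost without control library 4 or Dek shRNA library 1, 2 or 3 (camera adjusted p = 0.0512 to 0.191) and with the stricter filter (0.123), the replicate block (0.0552) and thinning (0.209). Targets of p53 rose with a median of 0.40 and 8 of 10 members above 0 (camera adjusted p = 0.0373, adjusted p = 0.390 with an estimated correlation), 1 of them adjusted over the list alone. Ccng1, a cyclin, had a log2 fold change of 0.73 (SE 0.20, edgeR adjusted p = 0.186), and Cdkn1a, a cell cycle inhibitor, was at 60.6 ± 17.5 and 93.7 ± 25.9 CPM (0.63, 0.321). Unfolded protein response genes rose with a median of 0.22 and 13 of 16 members above 0 (camera adjusted p = 0.0373, adjusted p = 0.448 with an estimated correlation), 1 of them adjusted over the list alone. Hyou1, a chaperone of the endoplasmic reticulum, was at 61.7 ± 10.8 and 98.7 ± 15.8 CPM (log2 fold change 0.68, edgeR adjusted p = 0.155), and Pdia6, a disulfide isomerase, was at 27.0 ± 4.06 and 43.3 ± 10.8 CPM (0.69, 0.268). The p53 call was lost without control library 4 or Dek shRNA library 1 or 2 (camera adjusted p = 0.0511 to 0.0675), and the unfolded protein response call without these libraries or control library 2 (0.0511 to 0.0950). Both calls were also lost with the replicate block (0.0552 and 0.0576). The median of the unfolded protein response list was 0.15 without Dek shRNA library 2.

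Oxidative phosphorylation genes fell with a median log2 fold change of -0.19 and 45 of 62 members below 0 (camera adjusted p = 0.00838, adjusted p = 0.973 with an estimated correlation). Adjusted over the list alone, 0 members rose or fell in edgeR. Sdhb, a subunit of succinate dehydrogenase, was at 66.0 ± 14.7 CPM in controls and 32.4 ± 13.8 CPM after the Dek hairpin (log2 fold change -1.02, edgeR adjusted p = 0.130, and 0.0446 without Dek shRNA library 1), and Ndufs8, a subunit of complex I, was at 43.9 ± 5.59 and 25.1 ± 11.1 CPM (-0.81, 0.283). Relative to the control mean, the median of the list was -0.85 in Dek shRNA library 4 and between -0.32 and 0.32 in the other 4 libraries of the group. Without Dek shRNA library 4 the list did not pass (median -0.05, camera adjusted p = 0.414), nor did it in voom (0.493). The median was -0.09 without control library 1 and -0.34 without Dek shRNA library 1.

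Although some passed in fry's mixed test, the remaining lists did not pass in camera. Among them were microtubules and motors (57 measured members, median -0.04, camera adjusted p = 0.910), axon growth and guidance (40, 0.02, 0.984), autophagy (45, -0.09, 0.260), the clathrin-coated vesicle cycle (22, -0.08, 0.516) and histone acetylation and lysine methylation enzymes (36, -0.11, 0.674). Of the microtubule list, 5 members rose and 1 fell adjusted over the list alone, Kif21b with the smallest p. Of the histone enzyme list, 3 rose and 2 fell adjusted over the list alone, with Setd7 and Kmt5a, another lysine methyltransferase (log2 fold change 0.74, edgeR adjusted p = 0.143), the smallest in p. In the axon list 2 rose and 1 fell adjusted over the list alone, and the named members were the semaphorin receptor Plxnd1 (0.91, edgeR adjusted p = 0.0910) and the Slit receptor Robo2 (-0.73, SE 0.17, did not pass), both of which passed without Dek shRNA library 4 (0.00409 and 0.0449). Of the autophagy list 1 fell adjusted over the list alone; Gabarapl1, which coats autophagosomes, had a log2 fold change of -0.55 (edgeR adjusted p = 0.104, and 0.0354 without Dek shRNA library 4) and the lysosomal membrane protein gene Lamp1 of -0.80 (0.207). Of the clathrin list 1 fell adjusted over the list alone, and beside Dnajc6 its second auxilin gene, Gak, had a log2 fold change of -0.87 (edgeR adjusted p = 0.238).

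Delayed activity-regulated genes (13 members, median 0.10, camera adjusted p = 0.910), with Nrn1 at a log2 fold change of -0.36 and Crem at -0.81, and Alzheimer disease risk genes (19, 0.13, 0.910), with Sorl1 at -0.61 and App at -0.35, did not pass either. The same held for the integrated and oxidative stress response (14, 0.19, 0.378), in which Hmox1 had a log2 fold change of 1.49 and Asns of -0.57 (-0.34 without Dek shRNA library 4), and for glucocorticoid-induced genes (11, -0.02, 0.260), of which 3 rose and 1 fell adjusted over the list alone. In the glucocorticoid list Mt2, a metallothionein, had a log2 fold change of 0.89 (edgeR adjusted p = 0.0875, and 0.0354 without Dek shRNA library 4), and Klf9, a transcription factor, of -0.79 (0.0911). Cytosolic ribosomal protein genes (77, median 0.06, camera adjusted p = 0.163), with Rps4x at 0.59 (0.31 without Dek shRNA library 4) and Rpl7l1 at 0.58, passed only without control library 1 or 2 or Dek shRNA library 3 or 5 (camera adjusted p = 0.00542 to 0.0478) and in voom (0.0332). Ribosomal protein genes have many near-identical pseudogenes, between which an estimate of counts can divide reads. The tests of the delayed, microtubule, axon and glucocorticoid lists pointed the other way from their medians. The medians of the 10 lists from microtubules and motors to ribosomal proteins were below 0.2 in size. Leaving out 1 library moved each of them by over 1.5 times in at least 1 case.

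**Figure D4:**
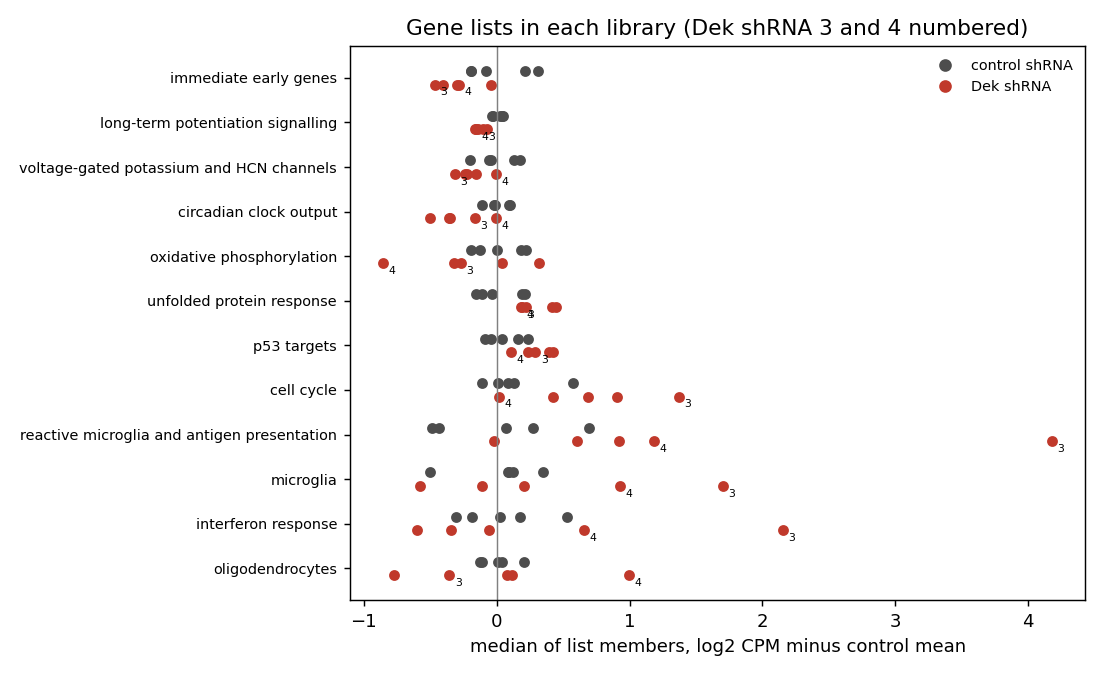
Median over the measured members of 12 gene lists in each library, as log2 CPM minus the mean of the control libraries, for the control shRNA group (grey) and the Dek shRNA group (red), with Dek shRNA libraries 3 and 4 numbered. Library 3 lies at 4.18 for reactive microglia and antigen presentation, and library 4 at -0.85 for oxidative phosphorylation.

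The last comparison asked whether the response differed between mice labelled male and female. The labels name 2 male and 3 female mice in the control group and 3 male and 2 female mice in the Dek shRNA group, and in 10 of 10 libraries the sex-linked genes went against the label. Xist, the RNA that coats the inactive X chromosome of females, was at 15.5 to 91.6 CPM in the 5 libraries labelled male and at 0 to 0.728 CPM in the 5 labelled female. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were at 24.6 to 45.0, 6.70 to 17.8, 9.57 to 19.9 and 10.2 to 18.6 CPM in the libraries labelled female. In the libraries labelled male they were at 0.0465 to 1.21, 0.279 to 1.51, 0.297 to 1.28 and 0 to 0.0594 CPM. An exchange of the labels in all libraries leaves the size of the difference between the sexes as it is and turns its sign. In 1 gene, Cox6a1, a subunit of cytochrome c oxidase, the effect of the Dek hairpin differed between the libraries labelled male and female (interaction -1.84 on the log2 scale, SE 0.26, edgeR adjusted p = 0.0471). Its log2 fold change was -1.30 in libraries labelled male, from 353 ± 10.5 CPM (SD, n = 2) to 143 ± 14.9 CPM (SD, n = 3). It was 0.54 in libraries labelled female, from 239 ± 34.9 CPM (SD, n = 3) to 348 ± 47.4 CPM (SD, n = 2). The oxidative phosphorylation list went the same way by library. Relative to the control mean, its median was 0.22 and 0.19 in controls labelled male and -0.19, 0.0007 and -0.13 in controls labelled female. After the Dek hairpin it was -0.27, -0.85 and -0.32 in libraries labelled male and 0.32 and 0.04 in those labelled female. Other oxidative phosphorylation genes among those with the smallest interaction p had the same sign. These were Cox7c (-1.48), Cox6b1 (-1.48), Uqcr10 (-1.42), Atp5e (-1.64), Uqcr11 (-1.54), Ndufa11 (-1.38) and Atp5g1 (-1.38). None of them passed (edgeR adjusted p = 0.191 to 0.197). The direction seen in Cox6a1 was thus not particular to that gene. The interaction was not tested for the list as a whole, and these genes were picked by their small p. The call was lost without any 1 library other than Dek shRNA 4 (edgeR adjusted p = 0.0689 to 0.688), leaving 0 genes in edgeR, against 1410 genes at an unadjusted p under 0.05 with all libraries and 171 past the threshold in DESeq2.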

Values the study reported

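The study analysed ECII neurons of 5 mice per group. It reported a log2 fold change of −0.78 for Dek after silencing in these neurons, with an FDR of 0.039. For Egr1 it gave a log2 fold change of −0.81 and an FDR of 0.013, for Setd7 a log2 fold change of 0.58 and an adjusted p of 0.012, and for Dnajc6 a log2 fold change of −0.6 and an adjusted p of 0.008.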

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

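The tests of a lower share of layer II RNA, of sex and of microglial make-up, below, were chosen only after the values they concern had been seen. Within each group of 5 libraries, the highest or lowest value was compared with the nearest of the others relative to the range of the group. Leaving aside 20 genes named only for the fit without Dek shRNA library 4, 20 of 230 such comparisons stood apart. Chance gives about 1 in 20, or 11.5 on average, with a wider spread where comparisons are correlated. Of the 20, 9 were in Dek shRNA library 4 and 4 in Dek shRNA library 3.

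Dek shRNA library 4 stood apart in the number of genes with a count (14893) and in its mean rank correlation with the other libraries (0.878). It also stood apart in 2 lists relative to the control mean, oligodendrocyte precursors (median 1.57) and endothelial, mural and fibroblast cells (0.468). Single genes at the low end of its group were Sh3bgrl2 (23.8 CPM), Neurod6 (43.3 CPM), Asns (15.3 CPM) and Snap91 (567 CPM). Genes at the high end were Grin2d (20.8 CPM), Rps4x (500.3 CPM), AW549877 (127 CPM) and Hlf (375 CPM). Snap91, AW549877 and Hlf were named for the fit without this library, so that their place in it carries no weight.

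For this library 3 technical explanations were weighed. Its lower depth is argued against: with all libraries thinned to its total, the mean rank correlation of the other 9 was 0.947 (SD 0.00485) and its own 0.877, a gap of 0.0695. A lower share of RNA from layer II neurons was taken to raise the markers of every other cell type alike. All 6 medians were above 0 (0.31 for astrocytes to 1.49 for oligodendrocyte precursors). Sh3bgrl2 was low, but the ECII list as a whole was not. Relative to the control mean its median was -0.16 in this library, within the -0.34 to 0.23 of the control libraries. The median of the excitatory neuron list was -0.02. The 6 lists of other cell types differed by more than their spread (permutation p = 0.0379, over genes of 1 library). Markers can hold different shares of signal from layer II neurons and need not rise equally. This test therefore cannot decide, and a lower share stays open. A loss of transcripts before sequencing also stays open. At equal depth 8 of 8982 genes over 10 CPM had no count in it against at most 2 in any other library. This ratio of 4 met the bound set beforehand, yet so few genes do not exclude chance (exact binomial test of 8 against 2, p = 0.109, a condition added after the counts were seen). That test takes the highest of the other 9 libraries, so it leans towards finding no difference and cannot decide. At equal depth this library also had fewer genes with a count, 14893 against 15455 to 16025 in the other 9, which was not part of the test. Sex is argued against, since the other 4 libraries with its sex label had mean rank correlations of 0.933 to 0.947, at least 0.0548 above its own; an effect of the hairpin or the injection that differed between mice was not tested.

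Dek shRNA library 3 stood apart in reactive microglia and antigen presentation genes (median 4.18 relative to the control mean), in microtubule and motor genes (0.153), in Lyz2 (43.9 CPM) and in Fosl2 (91.7 CPM). Against the other 9 libraries, its antigen-presentation list had a median log2 difference of 3.75, its interferon list of 2.19 and its microglia list of 1.24. A lower share of RNA from layer II neurons is argued against. The median was -0.29 for 54 markers of astrocytes, interneurons, oligodendrocytes and their precursors (permutation p = 2e-04 for the difference from microglia). More microglial RNA of unchanged make-up would raise both microglial lists alike. The antigen-presentation list rose by more than the microglia list (permutation p = 2e-04, median 3.30 for the 10 members over 1 CPM in controls). Both p-values treat genes of 1 mouse as independent, although the estimated correlation was 0.370 within the antigen-presentation list and 0.164 within the microglia list. The antigen-presentation list had also been flagged for standing apart in this library. The p-values thus do not measure a spread between mice, and no conclusion is drawn on the make-up of microglial RNA. A local immune reaction in this mouse may remain, as a hypothesis, because none of the data here record the injection site. Polysomes were immunoprecipitated from neurons, which should remove most microglial RNA. Relative to the control mean, the antigen-presentation list was above every control library in Dek shRNA libraries 4 and 5 too (medians 1.19 and 0.92, highest control 0.70). In Dek shRNA libraries 1 and 2 it was not (-0.02 and 0.60). A rise was thus not confined to library 3, but 1 library cannot tie its size there to the hairpin.

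Other values stood apart without a pattern. Control library 1 had a high total (35170263 counts), a low median of microtubule and motor genes (-0.093) and a high level of Kmt5a (75.5 CPM). Control library 2 was low in Gria1 (172 CPM) and high in Rps4x (232 CPM), control library 5 was high in Cacna2d2 (29.9 CPM), and Dek shRNA library 1 was low in Psmb8 (0.145 CPM). In Cox6a1 the effect of the Dek hairpin differed between libraries labelled male and female by -1.84 on the log2 scale (edgeR adjusted p = 0.0471, over 13 alternatives 6.13e-07 to 0.688), while the sex-linked genes of all 10 libraries went against those labels.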

How the results depend on the processing

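The alternatives without both Dek shRNA 3 and 4 and with DESeq2 without Dek shRNA 4 were chosen after the data had been seen. Dek was lower in every alternative run, with a log2 fold change of -0.81 (without Dek shRNA 4) to -0.60 (without control 2) when 1 library was left out. It passed the threshold in voom (-0.82), in DESeq2 (-0.69), in DESeq2 without Dek shRNA 4 (-0.81) and in edgeR without Dek shRNA 4 (-0.81, adjusted p = 0.0481, in a range of 0.00246 to 0.437 over the alternatives). The count of 6 genes stayed at 6 with both other scalings, the stricter filter and the minimum fold change. It was 12 (8 higher and 4 lower) with no filter, 3 (all higher) with a sex term, 252 (113 and 139) in voom, 16 (11 and 5) after thinning, 13 (8 and 5) with robust empirical Bayes, 245 (129 and 116) in DESeq2, 73 (33 and 40) at a threshold of 0.1, 85 (38 and 47) without both Dek shRNA 3 and 4, and 532 (279 and 253) in DESeq2 without Dek shRNA 4. Without 1 library it was 2 (without control 2, control 4, Dek shRNA 2 or Dek shRNA 5) to 134 (without Dek shRNA 4), with 12 without Dek shRNA 1 and 13 without Dek shRNA 3. All 6 genes were also called with no filter, in voom, in DESeq2, with robust empirical Bayes, without Dek shRNA 4 and without both libraries. DESeq2 and voom shared 153 genes, and 93 and 124 of the 134 genes were also called by DESeq2 and by voom. The biological coefficient of variation was 0.464 in all libraries and 0.432 without Dek shRNA 4, to which voom gave the lowest weight (0.400). The lower threshold admits more genes by construction; for the other changes the cause was not tested. At these depths and this spread edgeR recovered 15% of simulated changes of 0.8 and 53% of 1.5 (log2), so that a gene that did not pass is not shown to be unchanged.

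The count of 9 lists was 5 with the stricter filter, 5 after thinning, 1 without both Dek shRNA 3 and 4, and 2 in fry (12 in its mixed test). Without 1 library it was 3 (without control 4 or Dek shRNA 2) to 10 (without control 1), with 4 without Dek shRNA 1 and 5 without control 5. With an estimated correlation camera called 0 lists, where 3 had an unadjusted p under 0.05. Robust empirical Bayes was not run for lists because it does not enter camera. The count of 1 gene whose effect differed between the labelled sexes was 48 (33 and 15) with no filter and 171 (110 and 61) in DESeq2. In edgeR it was 0 without any library but Dek shRNA 4, where 907 to 1860 genes had an unadjusted p under 0.05, and 1 without Dek shRNA 4. The cause was not tested.

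The replicate numbers are shared by the groups, but do not pair the libraries: deviations of libraries with the same number correlated at -0.010 to 0.049, and 3 of 10 libraries correlated best with their own number. With the replicate number as a block, 3 genes and 3 lists passed, and the direction of the axon growth list turned (camera adjusted p = 0.889).

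Lists that did not pass also turned direction elsewhere (adjusted p in brackets, from camera unless named). With a sex term these were axon growth (0.981), astrocytes (0.981) and ECII neurons (0.981), and with DESeq2 size factors ECII neurons (0.993). With no filter it was ionotropic glutamate receptors (0.914), with the stricter filter Alzheimer disease risk genes (0.915) and in fry the same list (0.957 from fry). After thinning, axon growth (0.975), oligodendrocytes (0.975), endothelial, mural and fibroblast cells (0.890) and Alzheimer disease risk genes (0.928) turned. In voom, microtubules (0.968), astrocytes (0.799), oligodendrocyte precursors (0.897) and Alzheimer disease risk genes (0.897) turned. Without both Dek shRNA 3 and 4, microtubules (0.918), microglia (0.749), interferon response (0.139), astrocytes (0.504), reactive astrocytes (0.946), oligodendrocyte precursors (0.504), Alzheimer disease risk genes (0.504) and, of the lists that had passed, oxidative phosphorylation (0.961) turned. Of genes, Aspa (log2 fold change -0.0033) and Pdgfra (-0.42) turned in voom and Pdgfra (-0.17) without both libraries. The cause was not tested.

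With 1 library left out, direction turned at least once in lists with these ranges of camera adjusted p: delayed activity-regulated genes 0.614 to 0.994, ionotropic glutamate receptors 0.381 to 0.994, calcium channels 0.614 to 0.994, microtubules 0.571 to 0.870, axon growth 0.513 to 0.990, clathrin cycle 0.191 to 0.893, interferon response 0.0104 to 0.865, astrocytes 0.602 to 0.994, oligodendrocytes 0.161 to 0.980, oligodendrocyte precursors 0.262 to 0.752, endothelial, mural and fibroblast cells 0.302 to 0.980, ECII neurons 0.808 to 0.990, deep-layer neurons 0.704 to 0.961 and Alzheimer disease risk genes 0.533 to 0.979. Log2 fold changes ranged from -0.32 to 0.13 for Npas4, -0.42 to 0.028 for Gria4, -0.30 to 0.92 for Pdgfra and -0.0068 to 0.32 for Fezf2. Of 970 values of single genes with 1 library left out, 902 kept direction and side of the threshold, 39 passed anew, 22 no longer passed and 7 turned; of 1060 in other settings these were 938, 113, 6 and 3. Of 330 values of lists with 1 library left out, 255 kept both, 8 passed anew, 34 no longer passed and 33 turned; of 363 in other settings these were 297, 1, 41 and 24.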

Other observations

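The alternatives without both Dek shRNA 3 and 4, and the genes named here for the fit without Dek shRNA library 4, were chosen after the values had been seen. Without that library, which stood apart from the other 9, 66 genes rose and 68 fell in edgeR. Of the 131 of these that edgeR tested in all 10 libraries, 130 had the same sign there. The fits share 9 libraries, so that this sign was largely fixed beforehand and gives no separate support. The genes with the smallest p that rose were Kif21b, Lsm11, Pla2g2f and Cxadr, of which all but Pla2g2f also passed with all libraries in edgeR, followed by the ubiquitin protease Usp20 (log2 fold change 1.18, edgeR adjusted p = 0.00137), the Wnt pathway adaptor Dvl3 (1.15, 0.00153), the neuronal repressor Scrt2 (1.42, 0.00192) and BC037034 (1.32, 0.00405). Pla2g2f, a secreted phospholipase, passed in this fit (edgeR adjusted p = 0.000147). With all 10 libraries the edgeR filter removed it, while it passed in DESeq2 (adjusted p = 0.000182). It had 1, 0, 0, 0 and 6 counts in the control libraries and 110, 334, 149, 2 and 238 in the Dek shRNA libraries. The genes with the smallest p that fell were the ubiquitin ligase gene Rnf157 (-0.98, 0.00405), Deptor, an inhibitor of mTOR (-1.07, 0.00896), Gsk3a (-1.05, 0.0110), AW549877 (-0.85, 0.0110), Pakap (-1.92, 0.0113), the clock factors Clock (-0.76, 0.0149) and Hlf (-0.76, 0.0149), and Micu3, a regulator of mitochondrial calcium uptake (-0.75, 0.0149). With all libraries the edgeR adjusted p of these genes reached from 0.0529 (Usp20, Rnf157 and Gsk3a) to 0.435 (AW549877), apart from the 3 called there. Pakap overlaps Palm2 and Akap2 on the same strand, so its reads cannot be assigned with certainty.

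In the same fit several genes of the neuronal cytoskeleton passed, although the microtubule list as a whole did not pass in camera. Beside Kif21b, the microtubule-associated genes Dcx (log2 fold change 1.05, edgeR adjusted p = 0.0139) and Map6 (0.60, 0.0458), the tubulin tyrosine ligase Ttl (0.91, 0.0263) and the tubulin gene Tubb2a (0.64, 0.0489) rose, and Gsk3a fell. Tubb2a has near-identical paralogs, and its counts are uncertain for that reason. Genes of chromatin enzymes went both ways, with Setd7 (0.60, 0.0429) and Ash2l (1.05, 0.00896) higher and the acetyltransferase Kat5 (-0.92, 0.0354) lower. Of the autophagy list Gabarapl1 (-0.60, 0.0354) and Atg4c (-0.85, 0.0458) fell, of the clathrin list Snap91 rose (0.54, 0.0319) and Dnajc6 fell (-0.70, 0.0470), of the channels Hcn3 rose (1.31, 0.0481) and Kcnip3 fell (-0.80, 0.0149), and of the axon list Plxnd1 rose (1.07, 0.00409) and Robo2 (-0.75, 0.0449) and Cntn1 (-0.60, 0.0458) fell. With all libraries these genes, Kif21b apart, did not pass in edgeR.

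Whether chance could give as many calls was tested by regrouping the libraries, with 100 of the 126 possible splits into 5 and 5. For genes only the real split, 1 of 100, called as many as the 6 found, which is under the level of 0.05. The margin was narrow, since the highest of the others called 5. At an unadjusted p under 0.05, 1 of the 99 other splits gave more genes (1569) than the real one (1525). Without Dek shRNA library 4, the omission that gave the most calls, 1 of 100 splits, the real one, reached the 134 genes. The highest of the others called 39. Every other split left out this same library, not the one that would give that split the most calls. The comparison without this library therefore favours the real split. For gene lists chance is not excluded, because 5 of 100 splits called at least as many lists as the 9 found, and the highest of the others called 10.

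A hairpin can lower mRNAs with a match to its seed, guide positions 2 to 8, in their 3' untranslated region, and this was tested as a technical explanation for part of the lower genes. Among 15868 7-mers in the untranslated regions of 12977 genes (92.9% of those tested), the mean log2 fold change of genes with a match to the Dek hairpin stood at percentile 15.8, which argues against a shift of about 0.1 or more, since simulated shifts of -0.1 reached the lowest percentile in 9 of 10 draws. For the control hairpin, which would leave its seed targets higher in the Dek shRNA group, the percentile was 33.4, far from the upper end. A shift of 0.05 was found in 1 of 10 draws only, so a smaller seed effect stays open, as do effects of either hairpin through longer matches, which were not tested.

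The adjusted p of Dek here was 0.211 in edgeR and 0.0472 in DESeq2, the tool that the study names. The former is higher than the value quoted from the study above, and the latter is close to it. For Egr1 the adjusted p was 0.0888 in edgeR and 0.0111 in DESeq2. Again the former is higher than the quoted value and the latter close to it. For Setd7 the adjusted p was 0.0908 in edgeR and 0.00692 in DESeq2. The former is higher and the latter lower than the value quoted from the study above. For Dnajc6 the adjusted p was 0.0876 in edgeR and 0.00943 in DESeq2. The former is higher than the quoted value and the latter close to it.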
